A study of Mus musculus with 115 samples. Its data were reported in "Transcriptomic alterations during ageing reflect the shift from cancer to degenerative diseases in the elderly" (2018).

How the data were processed

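Total RNA of brain, liver, skin and whole blood of male mice aged 2, 9, 15, 24 and 30 months was sequenced by the authors as single-end reads of 50 bases after TruSeq library preparation, with globin transcripts removed from blood. Per the labels and the methods of the study, reads were aligned with TopHat 2.0.6 to the mouse genome (GRCm38) with a gene annotation of Ensembl and assigned to genes with HTSeq and later with featureCounts. The processing notes of the submitters name bcl2fastq 1.8.3, CASAVA 1.7, HTSeq 0.5.3p9 and featureCounts 1.4.3-p1. Whether strand was used in counting was not stated, so reads of overlapping and antisense genes were taken as not separable. Libraries that stood apart on multidimensional scaling were left out by the authors.

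The deposited tables held whole-number counts of reads per gene and RPKM values (reads per kilobase of exon, scaled for depth) calculated by the authors from exon lengths and library sizes. All tests of genes used the deposited counts, for 37315 genes in the main table, of which 35449 matched the reference annotation by identifier. Coordinates were taken from GENCODE vM21, which has the build of the authors and is a later annotation than theirs. The gene lengths implied by the deposited RPKM were the same in all 115 libraries. They were unrelated to annotated exon lengths over 32469 genes (Spearman rho across genes = -0.00547), and 4.36% of them lay within 10% of the annotated length. RPKM used for the activity of gene lists was therefore recomputed from the counts with annotated exon lengths, a choice made before any test, and the deposited RPKM served as an alternative and for the filter of the study.

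Samples were grouped by tissue and age from the labels. The 112 libraries of the main table entered the comparisons, and 3 libraries of the added table (one each of blood and brain at 24 months and of liver at 2 months) were described apart and used in an alternative. Brain had 39 libraries, liver 24, skin 25 and blood 24. The titles of liver, skin and blood libraries carry a number per animal, which blood and skin share. Titles of brain libraries carry a code and a number that mostly recur across ages, so each library was taken as one animal, and p-values measure the spread between libraries.

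Within each tissue, genes with enough counts (filterByExpr) were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, robust dispersions and the quasi-likelihood test, and with age as a factor over all 5 ages. The 24- and 30-month coefficients were averaged against 2 months, and successive ages were compared in the same fit. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values used TMM library sizes. Genes called with one direction in all tissues were counted and set against independent lists and 10000 permutations of the calls across genes. Whether the difference between old and young was unequal between tissues was tested with limma 3.58.1 (voom, F test).

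Gene lists were written for cell types, pathways and tissue parts, 18 for all tissues and others for single tissues, 45 in all. Of 953 gene names asked over the lists, 941 were found, and some genes stand in more than one list. Lists with 5 or more tested members were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over all pairs of list and tissue. Counts of called members were made over all genes tested and again adjusted over the list alone. For the activity of a list over the tissues, the summed RPKM was ranked and scaled within the tissue and old minus young was averaged over tissues. The tissue difference used the mean log2 CPM of the list. Both had 2-sided tests with 100000 permutations of age within tissue, with the libraries of one animal moved together, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Scores of blood and skin were correlated over animals after age means were subtracted, with permutations of animals within an age.

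The genes named were chosen by a fixed rule. Per tissue it took the 6 largest rises and 6 largest falls among called genes with a mean log2 CPM of at least 1 and one direction at both old ages, without immunoglobulin and T cell receptor segments and genes lacking an ordinary symbol. It also took the called member of smallest adjusted p of each list and a second one of called lists, the 8 genes of smallest largest p called in all tissues, the 2 of smallest p per successive comparison and the 5 of smallest p in the tissue test. Cdkn2a was always given, with Xist and Ddx3y as a check of sex, and part of the genes of this rule are printed, while 2 are not reported here. The tests, lists, rule and most alternatives were fixed before the data were examined.

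The alternatives were RLE scaling, no filter, the filter of the study (no library with an RPKM of 0), limma voom, DESeq2 1.42.0, the added library, each library left out in turn, fewer ages, single old ages, the title code of brain libraries as a block, other thresholds, camera with an estimated correlation, fry, other summaries of lists and each tissue left out. Alternatives chosen after the data were seen left out near-identical brain libraries, took code and number as a block or added a hair follicle, skeletal muscle or ribosomal protein score as a covariate. Real groupings were also set against random splits of the same libraries, 60 in all with the real one. Libraries were compared in pairs by the chi-square of their counts per gene, scaled for depth.

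The scripts were tested on simulated counts with 200 genes changed by 1.5, 2 or 4 times. For old against young in edgeR, 86.6%, 95.5% and 100.0% of these were called in brain over 18851 genes (5 false calls), 26.9%, 71.6% and 95.5% in liver over 16319 (8), 38.8%, 65.7% and 92.4% in skin over 18803 (7) and 32.8%, 71.6% and 97.0% in blood over 14730 (5). The tissue test called 34.3%, 85.1% and 100.0% over 21764 genes, with 30 false calls. A simulated changed list was called by camera in each tissue, and of 40 random lists 1 was called in brain and 0 elsewhere. Of 100 simulated lists without change, 5 and 4 passed an unadjusted p under 0.05 in the permutation tests of activity and tissue difference. Processes of public databases and the other species of the study were not analysed here.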

Results

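RNA was sequenced from 4 tissues of male C57BL/6J mice at 5 ages (2, 9, 15, 24 and 30 months). Brain was one hemisphere, skin was hairless abdominal skin and blood was depleted of globin transcripts. The main table held 112 libraries, each from one tissue of one mouse. Blood had 5, 5, 5, 4 and 5 libraries from the youngest to the oldest age. Brain had 8, 8, 8, 7 and 8 libraries, liver had 4, 5, 5, 5 and 5, and skin had 5 at each age. Blood and skin libraries with one animal number in their titles came from the same animal. Reads assigned to genes ranged from 28141342 to 50375815 in brain, 20190745 to 46592449 in liver, 27010148 to 40648322 in skin and 28841527 to 35296480 in blood. Every library carried the Y-linked transcript Ddx3y, at 11.6 to 85.9 CPM (counts scaled for depth), while Xist, which is transcribed from the inactive X chromosome of females, stayed at or below 0.566 CPM.

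Among the brain libraries, 5 pairs of one 9-month and one 15-month library nearly coincided. In these pairs, replicates 4 to 8 of both ages with the same number, the mean chi-square per gene lay between 1.23 and 2.96 over 15142 genes. The closest pair of brain libraries of one age had a mean of 4.71, and the median over such pairs was 46.4. Sampling noise alone gives a mean near 1. All 10 libraries were kept as labelled, and each brain comparison that uses 9 or 15 months is given below beside its value without them.

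**Figure D1:**
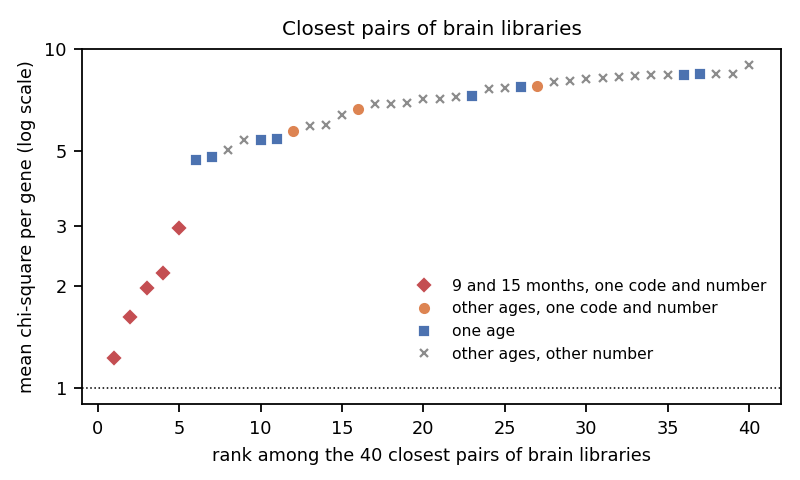
The 40 closest pairs of brain libraries are ordered by their mean chi-square per gene (log axis, no unit), coloured by whether the pair shares an age. The 5 pairs of a 9-month with a 15-month library lie lowest, at 1.23 to 2.96.

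The first question was which genes and gene groups differ in each tissue between young (2-month) and old (24- and 30-month together) mice. Fold changes are log2 values with their standard error, and p-values were adjusted over all genes tested in a tissue. Of 99 pairs of a gene list and a tissue, the camera test with a preset correlation called 65, of which 41 were higher and 24 lower in old mice. With a correlation estimated from the data 7 were called, all in brain, namely cell division, complement, activated microglia, new neurons, macrophage, clock and interferon response. The fry test, which does not compare a list with other genes, called 50. Random regroupings of the same libraries called a median of 49 pairs with the preset correlation, and 3 of 60 groupings, the real one included, reached 65 or more. The preset test alone is therefore weak evidence for any single list. Each list is given with its count of called members, median log2 fold change and adjusted p of both camera tests. The lists of immune cells, cell division and glycan degradation follow themes that the study reported from data including these samples. Their counts adjusted over the list alone are not independent evidence of direction.

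In brain, many genes of complement, of the interferon response and of activated microglia, the resident phagocytes of the brain, were higher in old mice. Some of dividing cells and of newly formed neurons were lower. The complement component gene C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882, GRCm38) rose from 23.8 ± 4.88 CPM (SD, n = 8) at 2 months to 159 ± 31.8 CPM (SD, n = 8) at 30 months. Its log2 fold change was 2.29 ± 0.13, adjusted p = 1.95e-15, and 15 of 15 old libraries lay above the highest young one. Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657), which encodes an integrin of dendritic cells and activated microglia, rose by 2.06 ± 0.21, adjusted p = 9.19e-09. Sox4 (ENSMUSG00000076431, chromosome 13, 28948919 to 28953713), a transcription factor of immature neurons, fell from 30.9 ± 2.51 CPM (SD, n = 8) to 15.7 ± 2.02 CPM (SD, n = 8), with a log2 fold change of -0.82 ± 0.06, adjusted p = 4.90e-13. Of 18851 genes tested, 1505 were called, of which 869 rose and 636 fell. The number was 484 with 24 months alone as old and 4741 with a ribosomal protein score as covariate, a fit chosen after the data were seen.

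Of the complement genes measured in brain, 9 of 15 members rose and 0 fell, 10 and 0 adjusted over the list alone (median 0.52, adjusted p = 9.35e-19, estimated correlation p = 1.36e-05). C3, the central component of the cascade, rose by 2.05 ± 0.25. C4b and its near-identical neighbour C4a (2.02 ± 0.11) can share reads, so the split between them is uncertain. In the activated microglia list, 11 of 18 members rose and 0 fell, 12 and 0 adjusted over the list alone (median 1.07, adjusted p = 2.15e-17, estimated correlation p = 3.49e-04). The fungal lectin receptor gene Clec7a rose by 2.43 ± 0.36. In the macrophage list, which shares members with it, 9 of 19 members rose and 0 fell, 12 and 0 adjusted over the list alone (median 0.43, adjusted p = 2.20e-14, estimated correlation p = 0.00217), with the lysosomal protease gene Ctss at 0.72 ± 0.09. The resting microglia list was not called. Of 12 members 1 rose and 1 fell (adjusted p = 0.476), 2 and 1 adjusted over the list alone. The Fc receptor-like gene Fcrls changed by -1.20 ± 0.12.

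The interferon response gave a similar picture in brain, where 25 of 34 members rose and 0 fell, 30 and 0 adjusted over the list alone (median 0.64, adjusted p = 2.16e-27, estimated correlation p = 0.0424). Ifit3, an interferon-induced antiviral gene, rose by 1.21 ± 0.14, adjusted p = 1.25e-07. Among antigen presentation genes, 13 of 18 members rose and 0 fell, 15 and 0 adjusted over the list alone (median 1.08, adjusted p = 3.59e-14, estimated correlation p = 0.155). The closely alike class I histocompatibility genes H2-D1 and H2-K1 rose by 1.15 ± 0.18 and 1.24 ± 0.19. For B and plasma cells, 6 of 18 members rose and 0 fell, 7 and 0 adjusted over the list alone (median 0.26, adjusted p = 0.00258, estimated correlation p = 0.324), and Cd22, an inhibitory receptor of B cells, rose by 1.21 ± 0.18. For T and NK cells, 2 of 16 members rose and 0 fell, 6 and 0 adjusted over the list alone (median 0.53, adjusted p = 0.00789, estimated correlation p = 0.449), with the chemokine gene Ccl5 at 2.29 ± 0.55. For neutrophil genes, 3 of 15 members rose and 0 fell, 3 and 0 adjusted over the list alone (median 0.16, adjusted p = 0.00573, estimated correlation p = 0.324). The 30-month replicate 7 stood above its group in C4b and some scores (mean log2 CPM). These were antigen presentation (5.64, next 4.01), T and NK cells (1.20, next -0.45) and macrophages (4.36, next 3.85). Without replicate 7 these calls held. Its mitochondrial share of counts, not modelled, was 16.5% (next of its age 11.2%, range in brain 5.79% to 17.1%).

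Some genes of proliferating and immature cells fell in brain. In the cell division list, 0 of 39 members rose and 16 fell, 1 and 19 adjusted over the list alone (median -0.20, adjusted p = 3.26e-21, estimated correlation p = 3.54e-09). Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189), a DNA topoisomerase of dividing cells, changed by -1.70 ± 0.11, adjusted p = 3.78e-14, and Mki67 by -1.20 ± 0.10. In the new neuron list, 0 of 18 members rose and 7 fell, 0 and 8 adjusted over the list alone (median -0.30, adjusted p = 8.45e-16, estimated correlation p = 0.00183), with Igfbpl1 at -1.51 ± 0.13. Oligodendrocyte precursor genes followed, and 0 of 12 members rose and 4 fell, 0 and 4 adjusted over the list alone (median -0.12, adjusted p = 2.87e-06, estimated correlation p = 0.171). Gpr17, a receptor of precursors that are about to differentiate, changed by -1.23 ± 0.15, adjusted p = 2.72e-07. In the myelin list, 1 of 18 members rose and 8 fell, 2 and 9 adjusted over the list alone (median -0.17, adjusted p = 0.00103, estimated correlation p = 0.324). In the collagen and matrix list, 1 of 30 members rose and 7 fell, 1 and 10 adjusted over the list alone (median -0.15, adjusted p = 0.00155, estimated correlation p = 0.464).

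Of the astrocyte genes in brain, 4 of 16 members rose and 0 fell, 4 and 2 adjusted over the list alone (median 0.07, adjusted p = 0.00840, estimated correlation p = 0.324). The called members were reactive markers such as Serpina3n, a protease inhibitor (1.21 ± 0.15), and Osmr, the oncostatin M receptor (0.80 ± 0.14). For lysosome and glycan degradation, 7 of 29 members rose and 0 fell, 9 and 0 adjusted over the list alone (median 0.15, adjusted p = 7.81e-07, estimated correlation p = 0.182), with the cathepsin gene Ctsz at 0.47 ± 0.05. For the circadian clock, 9 of 18 members rose and 1 fell, 13 and 2 adjusted over the list alone (median 0.24, adjusted p = 2.91e-07, estimated correlation p = 0.0255), and the transcriptional repressor gene Bhlhe41 rose by 0.54 ± 0.06. For senescence and p53 targets, 5 of 20 members rose and 0 fell, 5 and 0 adjusted over the list alone (median 0.07, adjusted p = 0.0201, estimated correlation p = 0.226), led by the chemokine gene Ccl8 (3.19 ± 0.57). This list lost its call without 30-month replicate 7 (adjusted p = 0.0705). Not called were lists in which the members that rose and fell numbered 2 and 0 of 20 for immediate early genes (adjusted p = 0.0994), 0 and 1 of 14 for erythroid (adjusted p = 0.107), 0 and 2 of 26 for synapse (adjusted p = 0.284), 0 and 2 of 19 for choroid plexus (adjusted p = 0.133) and 4 and 0 of 9 for pituitary and olfactory hormones (adjusted p = 0.0759), and adjusted over the list alone 2 and 0, 0 and 1, 0 and 2, 0 and 2, 8 and 0 in this order. No member was called, over all genes or adjusted over the list alone, in oxidative phosphorylation (35 members, adjusted p = 0.499), heat shock and chaperones (21 members, adjusted p = 0.549), cholesterol synthesis (22 members, adjusted p = 0.784) and ribosomal proteins (35 members, adjusted p = 0.766). The largest rises in brain were of the pituitary hormone genes Fshb (6.86 ± 2.12, adjusted p = 0.0362), Prl (5.97 ± 1.91, adjusted p = 0.0447), Cga (5.64 ± 1.83, adjusted p = 0.0488) and Pomc (3.66 ± 1.17, adjusted p = 0.0447), made by a gland that lies under the brain. None of these kept its call when any one of the 2-month libraries was left out, and without 24-month replicate 5 their log2 fold changes were 4.62, 3.74, 3.39 and 1.63.

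**Figure D2:**
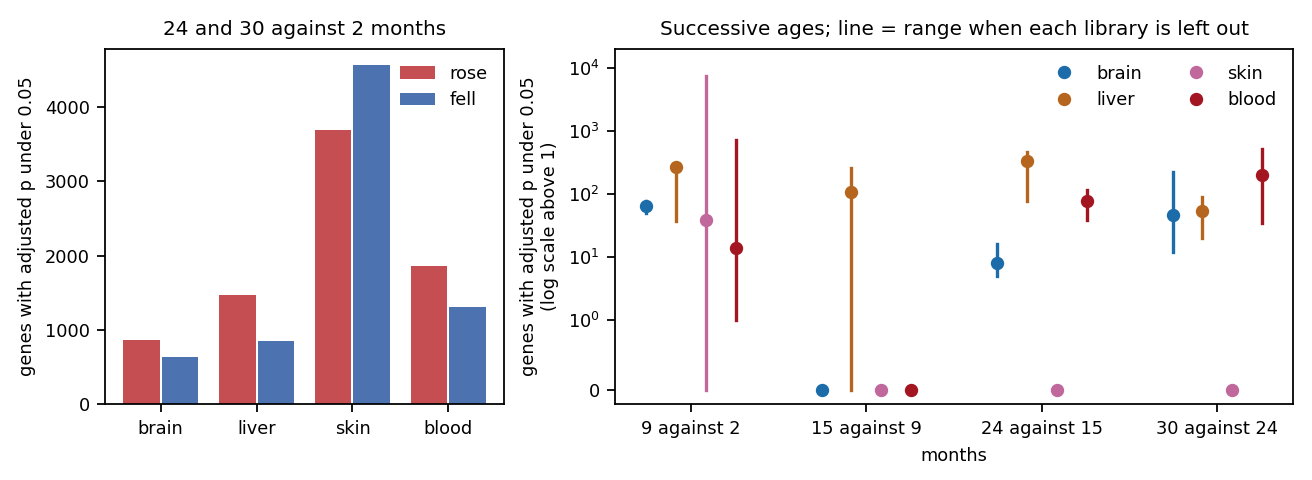
The left panel shows as bars, starting at 0, the number of genes that rose or fell in 24- and 30-month against 2-month mice, and the right panel shows as points on a log axis the number called between successive ages, with lines for the range when each library is left out in turn. Old against young gives more calls than any single interval in each tissue.

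Over successive ages, brain had 64 called genes from 2 to 9 months (26 rose, 38 fell). It had 8 from 15 to 24 months (all rose) and 47 from 24 to 30 months (38 rose, 9 fell). Abca8a, a lipid transporter gene of oligodendrocytes, rose early (0.96, adjusted p = 4.12e-09, and 0.71, adjusted p = 0.00294 without the 10 near-identical libraries). C4b rose from 15 to 24 months (1.02, adjusted p = 1.40e-04) and C4a from 24 to 30 months (0.84, adjusted p = 2.17e-04). Without these libraries C4b rose by 0.45, 0.71, 0.68 and 0.90 over the successive intervals, called only in the last (adjusted p = 0.00278). From 9 to 15 months edgeR called 0 genes, with 374 at an unadjusted p under 0.05, and DESeq2 and limma voom called 0 and 0. Without the 10 near-identical libraries the counts were 12 (8 up, 4 down), 0, 0 and 17 in the order of the intervals. For old against young it was 1256. Leaving out single libraries moved the count from 15 to 24 months between 5 (without 24-month replicate 4) to 16 (without 24-month replicate 1) and that from 24 to 30 months between 12 (without 24-month replicate 6) to 169 up with 52 down (without 30-month replicate 6), and the latter was 847 (431 up, 416 down) with the title code and number as a block.

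In liver, many genes of B cells, T cells, macrophages and antigen presentation were higher in old mice, with some of senescence and of the extracellular matrix, and many that are expressed more in male than in female mouse liver were lower. No liver list was called with an estimated correlation. Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970), a neurotrophin receptor gene, rose from 0.993 ± 0.199 CPM (SD, n = 4) at 2 months to 35.7 ± 17.7 CPM (SD, n = 5) at 30 months. Its log2 fold change was 5.01 ± 0.72, adjusted p = 5.37e-04, with 10 of 10 old libraries above the highest young one. Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), the constant region of the immunoglobulin kappa chain, rose by 4.23 ± 0.82, adjusted p = 0.00422. C8b (ENSMUSG00000029656, chromosome 4, 104766317 to 104804548), a component of the membrane attack complex, went from 516 ± 109.6 CPM (SD, n = 4) to 224 ± 66.6 CPM (SD, n = 5), a log2 fold change of -0.97 ± 0.19, adjusted p = 0.00445. Of 16319 genes tested, 2327 were called, of which 1473 rose and 854 fell. This number was 561 without 2-month replicate 3, 509 without 2-month replicate 4, 1344 with 24 months alone as old and 1075 (522 up, 553 down) with limma voom. Of 62 named genes called in liver, 24 lost their call without replicate 4 and 0 changed direction.

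Of the B and plasma cell genes measured in liver, 18 of 22 members rose and 0 fell, 19 and 0 adjusted over the list alone (median 2.37, adjusted p = 3.58e-12, estimated correlation p = 0.182). Blnk, an adaptor of B cell receptor signalling, rose by 1.61 ± 0.29. Of the T and NK cell genes, 20 of 26 members rose and 0 fell, 21 and 0 adjusted over the list alone (median 2.55, adjusted p = 3.02e-12, estimated correlation p = 0.294), with the T cell receptor subunit gene Cd247 at 3.40 ± 0.74. In the macrophage list, 12 of 19 members rose and 1 fell, 13 and 1 adjusted over the list alone (median 1.02, adjusted p = 1.19e-06, estimated correlation p = 0.339). Trem2, a lipid-sensing receptor of macrophages, rose by 1.57 ± 0.31. For antigen presentation, 9 of 18 members rose and 0 fell, 12 and 0 adjusted over the list alone (median 0.78, adjusted p = 1.24e-08, estimated correlation p = 0.324). The class II gene H2-Aa (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823) rose from 29.5 ± 6.93 CPM (SD, n = 4) to 215 ± 192 CPM (SD, n = 5) (2.76 ± 0.55, adjusted p = 0.00485). Fewer neutrophil genes were called, and 2 of 17 members rose and 0 fell, 2 and 0 adjusted over the list alone (median 0.97, adjusted p = 0.00488, estimated correlation p = 0.49301). The neutrophil list lost its call without 2-month replicate 3 (adjusted p = 0.0505) or 2-month replicate 4 (adjusted p = 0.0634).

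For senescence and p53 targets in liver, 10 of 24 members rose and 0 fell, 15 and 0 adjusted over the list alone (median 1.09, adjusted p = 7.77e-08, estimated correlation p = 0.155). Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653), an inhibitor of the cell cycle, rose from 0.0946 ± 0.115 CPM (SD, n = 4) to 0.842 ± 0.476 CPM (SD, n = 5) (2.90 ± 0.54, adjusted p = 0.00296). In the collagen and matrix list, 11 of 30 members rose and 0 fell, 15 and 0 adjusted over the list alone (median 0.73, adjusted p = 1.26e-05, estimated correlation p = 0.434). Col5a2 rose by 5.07 ± 1.04, adjusted p = 0.00557. Immediate early genes gave a weaker result, where 2 of 19 members rose and 0 fell, 5 and 0 adjusted over the list alone (median 0.59, adjusted p = 0.00299, estimated correlation p = 0.471), with Egr2 at 3.76 ± 0.84. That list lost its call without 2-month replicate 1 (adjusted p = 0.0560).

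Of the male-biased genes of liver, 0 of 23 members rose and 13 fell, 0 and 14 adjusted over the list alone (median -1.30, adjusted p = 1.54e-12, estimated correlation p = 0.224). Ugt2b38, a glucuronosyltransferase gene, changed by -1.29 ± 0.23, and 9 of 10 old libraries lay below the lowest young one for C8b. In the acute phase list, 0 of 21 members rose and 9 fell, 0 and 14 adjusted over the list alone (median -1.14, adjusted p = 3.30e-04, estimated correlation p = 0.502). Saa2 (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313), a serum amyloid gene, stood at 34196 CPM in 2-month replicate 1 and at 2063 CPM in the next of the young libraries. Its log2 fold change was -5.06 ± 0.99, adjusted p = 0.00446, and -1.48 (adjusted p = 0.252) without that library. Without it the acute phase list also changed its direction and lost its call (adjusted p = 0.333).

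For oxidative phosphorylation in liver, 0 of 35 members rose and 3 fell, 0 and 1 adjusted over the list alone (median -0.27, adjusted p = 1.33e-06, estimated correlation p = 0.464). For fatty acid oxidation, 0 of 21 members rose and 4 fell, 1 and 8 adjusted over the list alone (median -0.35, adjusted p = 0.00155, estimated correlation p = 0.464), and for bile acid synthesis and transport, 0 of 15 members rose and 3 fell, 0 and 4 adjusted over the list alone (median -0.37, adjusted p = 2.53e-04, estimated correlation p = 0.237). For hepatocyte secreted proteins and the urea cycle, 0 of 20 members rose and 4 fell, 0 and 4 adjusted over the list alone (median -0.33, adjusted p = 0.00148, estimated correlation p = 0.294). In heat shock and chaperone genes, 0 of 21 members rose and 4 fell, 0 and 5 adjusted over the list alone (median -0.22, adjusted p = 0.00380, estimated correlation p = 0.49301). Examples were the acyl-CoA dehydrogenase gene Acadvl (-0.53 ± 0.13) and the chaperone gene Hspa1b (-1.94 ± 0.55), which lost their calls without 2-month replicate 3, at -0.44 and -1.87, and for Hspa1b also without replicate 4, at -1.30 (adjusted p = 0.182). In the erythroid list, 0 of 13 members rose and 3 fell, 0 and 7 adjusted over the list alone (median -0.63, adjusted p = 6.42e-04, estimated correlation p = 0.182). Not called were lists in which the members that rose and fell numbered 2 and 0 of 34 for interferon response (adjusted p = 0.117), 3 and 2 of 17 for complement (adjusted p = 0.763), 2 and 1 of 29 for lysosome and glycan degradation (adjusted p = 0.611), 2 and 0 of 18 for circadian clock (adjusted p = 0.113), 3 and 0 of 22 for female-biased liver genes (adjusted p = 0.537), 0 and 1 of 40 for cell division (adjusted p = 0.191), 1 and 0 of 22 for cholesterol synthesis (adjusted p = 0.265), 5 and 2 of 25 for xenobiotic metabolism (adjusted p = 0.763) and 0 and 2 of 16 for lipogenesis (adjusted p = 0.0618), and adjusted over the list alone 1 and 0, 5 and 5, 2 and 1, 2 and 0, 3 and 0, 0 and 0, 0 and 0, 5 and 2, 0 and 2 in this order. No member was called in ribosomal proteins (35 members, adjusted p = 0.914). In the complement, ribosomal and xenobiotic lists of liver the median and the test differed in sign.

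Between successive ages, liver had 270 called genes from 2 to 9 months (104 rose, 166 fell), 108 from 9 to 15 months (60 and 48), 53 from 24 to 30 months (29 and 24), and from 15 to 24 months 134 rose and 202 fell. From 9 to 15 months the phospholipid transfer protein gene Pltp rose (1.25, adjusted p = 0.0118). The growth factor receptor gene Fgfr1 rose from 15 to 24 months (1.38, adjusted p = 0.00118). From 24 to 30 months Cpt1a, which controls the entry of fatty acids into mitochondria, fell (-1.11, adjusted p = 0.00526). With single libraries left out these counts ranged over 37 (without 2-month replicate 2) to 310 (without 24-month replicate 2), 0 (without 9-month replicate 1) to 119 up with 136 down (without 9-month replicate 5), 77 (without 15-month replicate 3) to 459 (without 2-month replicate 1) and 20 (without 24-month replicate 4) to 88 (without 30-month replicate 5) in the order of the intervals. With DESeq2 they were 548, 610 (250 up, 360 down) and 868 in the first 3 and 139 up with 117 down in the last.

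**Figure D3:**
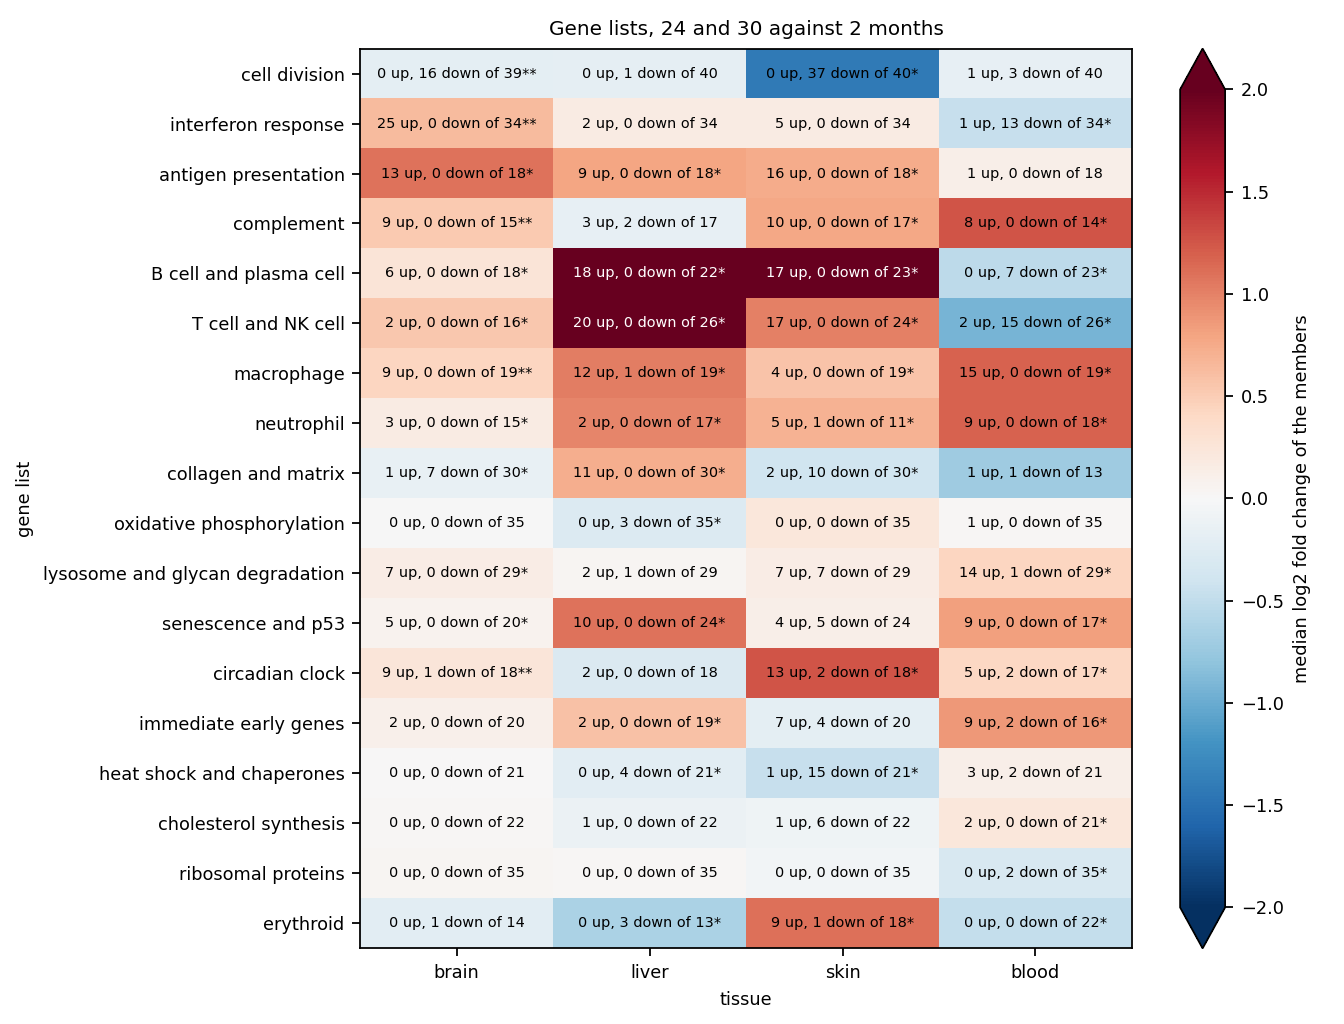
Colours show the median log2 fold change of old against young of the 18 lists given for all tissues (rows) in brain, liver, skin and blood (columns), and each cell gives how many measured members rose and fell. One star marks a camera adjusted p under 0.05 with the preset correlation and 2 stars also with an estimated one, which are seen in brain.

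In skin, most measured genes of B and plasma cells, the clock and antigen presentation were higher in old mice, and most of the hair follicle, pigment cells and cell division were lower. No skin list was called with an estimated correlation, and the pigment cell list lost its call with a hair follicle score as covariate. Igkc rose from 2.01 ± 1.74 CPM (SD, n = 5) at 2 months to 182 ± 95.7 CPM (SD, n = 5) at 30 months, a log2 fold change of 6.33 ± 0.86, adjusted p = 1.71e-04, with 10 of 10 old libraries above the highest young one. Hlf (ENSMUSG00000003949, chromosome 11, 90336536 to 90390895), a transcription factor under circadian control, rose by 1.75 ± 0.23, adjusted p = 1.41e-04. Foxn1 (ENSMUSG00000002057, chromosome 11, 78357577 to 78386558), a regulator of hair follicle differentiation, went from 116 ± 61.2 CPM (SD, n = 5) to 16.5 ± 8.62 CPM (SD, n = 5) (-2.45 ± 0.54, adjusted p = 0.00218), but only 4 of 10 old libraries lay below the lowest young one. Of 18803 genes tested, 8251 were called, of which 3693 rose and 4558 fell. The number was 5424 without 2-month replicate 3, 11285 without replicate 1 and 4679 with 24 months alone.

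Skin libraries also differed widely in hair follicle genes within an age. The hair follicle score, the mean log2 CPM of the list, averaged 8.62 at 2 months and 3.72 at 24 and 30 months. It was 3.99 in 2-month replicate 1 and 8.87 in 24-month replicate 2, each far from the others of its age. The score was related to that of skeletal muscle, which lies under the skin, after the age means were subtracted (Pearson r = -0.594, permutation p = 0.00241, Spearman rho = -0.580, permutation p = 0.00463, 25 libraries, 1 relation computed). Without the 2 libraries farthest from the median r was -0.577. In alternatives chosen after these data were seen, 559 genes (390 up, 169 down) were called with the hair follicle score as a covariate and 3717 (2115 up, 1602 down) with the skeletal muscle score.

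**Figure D4:**
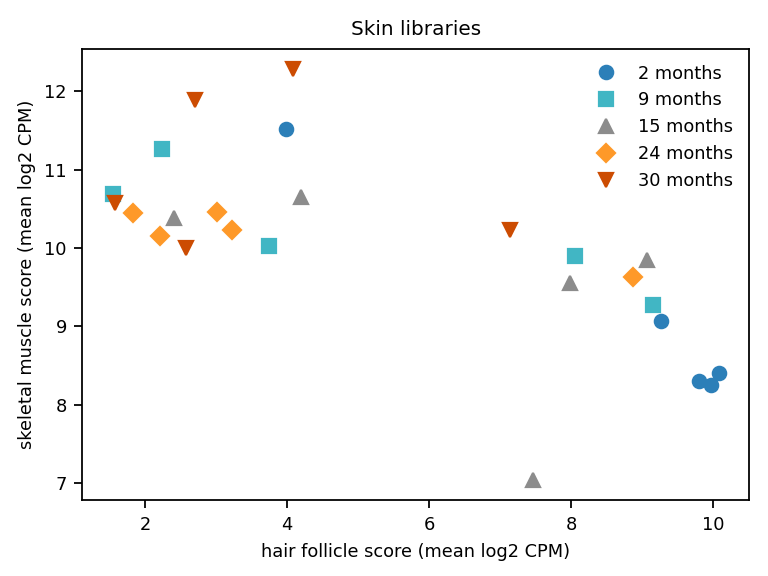
Each point is one skin library, with the hair follicle score (mean log2 CPM of the list) against the skeletal muscle score, coloured by age. Hair follicle scores averaged 8.62 at 2 months and 3.72 at 24 and 30 months, with one 2-month library among the low ones.

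Of the B and plasma cell genes measured in skin, 17 of 23 members rose and 0 fell, 19 and 0 adjusted over the list alone (median 3.30, adjusted p = 2.27e-08, estimated correlation p = 0.182). The immunoglobulin joining chain gene Igj rose by 5.53 ± 0.78. Of the T and NK cell genes, 17 of 24 members rose and 0 fell, 18 and 0 adjusted over the list alone (median 1.001, adjusted p = 1.09e-05, estimated correlation p = 0.379), with the transcription factor gene Tbx21 at 1.48 ± 0.31. Among antigen presentation genes, 16 of 18 members rose and 0 fell, 18 and 0 adjusted over the list alone (median 0.75, adjusted p = 7.77e-08, estimated correlation p = 0.339), with the peptide transporter gene Tap2 at 0.90 ± 0.18. Among complement genes, 10 of 17 members rose and 0 fell, 13 and 0 adjusted over the list alone (median 0.78, adjusted p = 1.80e-05, estimated correlation p = 0.379), with C4b at 1.06 ± 0.19. These 4 lists were still called with the hair follicle score as a covariate. Macrophage genes, of which 4 of 19 members rose and 0 fell, 0 and 0 adjusted over the list alone (median 0.57, adjusted p = 0.00680, estimated correlation p = 0.579), were not. In the neutrophil list, 5 of 11 members rose and 1 fell, 5 and 1 adjusted over the list alone (median 0.69, adjusted p = 0.0438, estimated correlation p = 0.381), and its call was lost without 2-month replicate 1 (adjusted p = 0.0691), 2-month replicate 4 (adjusted p = 0.0515), 30-month replicate 2 (adjusted p = 0.0612) or 30-month replicate 3 (adjusted p = 0.0627).

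In the hair follicle list, 0 of 29 members rose and 25 fell, 0 and 29 adjusted over the list alone (median -3.65, adjusted p = 2.24e-09, estimated correlation p = 0.435). The largest falls of skin were of hair keratin-associated protein genes such as Krtap16-2 (-4.99 ± 1.53), whose near-identical relatives can share its reads. In the melanocyte list, 0 of 11 members rose and 10 fell, 0 and 11 adjusted over the list alone (median -2.86, adjusted p = 9.30e-04, estimated correlation p = 0.472), with Slc24a5, a pigment gene, at -2.86 ± 0.79. In the cell division list, 0 of 40 members rose and 37 fell, 0 and 38 adjusted over the list alone (median -1.41, adjusted p = 9.28e-15, estimated correlation p = 0.339). The mitotic kinase gene Aurka changed by -1.33 ± 0.26, adjusted p = 0.00114. In the skeletal muscle list, 2 of 20 members rose and 0 fell, 1 and 0 adjusted over the list alone (median 0.96, adjusted p = 6.02e-04, estimated correlation p = 0.546), and the fast myosin gene Myh1 rose by 1.94 ± 0.56, adjusted p = 0.00993. For adipocyte genes, 5 of 19 members rose and 0 fell, 5 and 0 adjusted over the list alone (median 0.77, adjusted p = 0.00165, estimated correlation p = 0.49301), with the fat cell regulator gene Pparg at 1.13 ± 0.21, adjusted p = 8.17e-04. With the hair follicle score as a covariate the cell division list was still called, while the muscle and adipocyte lists were not. The hair follicle list cannot be tested against its own score.

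Most clock genes rose in skin, where 13 of 18 members rose and 2 fell, 13 and 2 adjusted over the list alone (median 1.26, adjusted p = 1.31e-06, estimated correlation p = 0.179). Per3, a component of the clock's negative limb, changed by 1.94 ± 0.28. In heat shock and chaperone genes, 1 of 21 members rose and 15 fell, 2 and 15 adjusted over the list alone (median -0.46, adjusted p = 1.39e-04, estimated correlation p = 0.379), with the endoplasmic reticulum chaperone gene Hspa5 at -0.77 ± 0.14. In collagen and matrix genes, 2 of 30 members rose and 10 fell, 2 and 10 adjusted over the list alone (median -0.40, adjusted p = 0.0179, estimated correlation p = 0.722). The call of that list was lost without 2-month replicate 1 (adjusted p = 0.322), 24-month replicate 2 (adjusted p = 0.0803) or 30-month replicate 2 (adjusted p = 0.0534). In the erythroid list, 9 of 18 members rose and 1 fell, 10 and 3 adjusted over the list alone (median 1.10, adjusted p = 0.0117, estimated correlation p = 0.396). That call was lost without 2-month replicate 2 (adjusted p = 0.0521). Cdkn2a rose in skin by 3.84 ± 0.88, adjusted p = 0.00261 and lay above the highest young library in 9 of 10 old libraries, although the senescence list as a whole was not called. Not called were lists in which the members that rose and fell numbered 5 and 0 of 34 for interferon response (adjusted p = 0.184), 7 and 7 of 29 for lysosome and glycan degradation (adjusted p = 0.321), 4 and 5 of 24 for senescence and p53 (adjusted p = 0.611), 7 and 4 of 20 for immediate early genes (adjusted p = 0.869), 1 and 6 of 22 for cholesterol synthesis (adjusted p = 0.265), 11 and 3 of 26 for epidermal differentiation (adjusted p = 0.107) and 0 and 3 of 12 for sebaceous gland (adjusted p = 0.388), and adjusted over the list alone 1 and 0, 7 and 7, 4 and 5, 7 and 6, 1 and 6, 11 and 3, 0 and 3 in this order. No member was called in oxidative phosphorylation (35 members, adjusted p = 0.0872) and ribosomal proteins (35 members, adjusted p = 0.375). The median of the immediate early list and that of the sebaceous list differed in sign from the test. With the hair follicle score as a covariate the interferon response and oxidative phosphorylation lists were called in the opposite direction, downwards (adjusted p = 6.47e-04 and adjusted p = 0.00263).

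Between successive ages, skin had 38 called genes from 2 to 9 months (34 rose, 4 fell). Among them Vit, a matrix protein gene, rose (1.06, adjusted p = 0.0105). This count ranged over 0 (without 2-month replicate 3) to 7425 (without 2-month replicate 1, 3707 up, 3718 down) when single libraries were left out. Of the later intervals edgeR called 0 genes in each, with 258, 1004 and 1633 at an unadjusted p under 0.05 from 9 to 15, from 15 to 24 and from 24 to 30 months. DESeq2 called 1, 20 and 21 there and 1450 (709 up, 741 down) from 2 to 9 months, so the excess of rises is not firm, and limma voom called 0, 0 and 0 in the later intervals.

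In blood, most measured genes of naive T cells, many of T and NK cells and some of B cells were lower in old mice, and many of monocytes, macrophages and neutrophils were higher. No blood list was called with an estimated correlation. Klrb1c (ENSMUSG00000030325, chromosome 6, 128778485 to 128789215), a receptor gene of NK cells, went from 61.6 ± 8.79 CPM (SD, n = 5) at 2 months to 12.7 ± 6.13 CPM (SD, n = 5) at 30 months. Its log2 fold change was -2.44 ± 0.20, adjusted p = 7.25e-08, with 9 of 9 old libraries below the lowest young one. Igfbp4 (ENSMUSG00000017493, chromosome 11, 99041244 to 99054392), an insulin-like growth factor binding protein gene expressed in naive T cells, changed by -3.52 ± 0.47, adjusted p = 2.32e-05. Cd14 (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798), the endotoxin co-receptor of monocytes, rose from 1.92 ± 0.6248 CPM (SD, n = 5) to 10.8 ± 1.47 CPM (SD, n = 5) (1.90 ± 0.35, adjusted p = 5.92e-04). Of 14730 genes tested, 3176 were called, of which 1864 rose and 1312 fell. With 24 months alone against 2 months 969 were called.

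Of the naive T cell genes measured in blood, 0 of 13 members rose and 11 fell, 0 and 11 adjusted over the list alone (median -1.29, adjusted p = 6.68e-11, estimated correlation p = 0.0815), with Bach2, a repressor that keeps T cells naive, at -1.20 ± 0.17. Of the T and NK cell genes, 2 of 26 members rose and 15 fell, 2 and 16 adjusted over the list alone (median -0.93, adjusted p = 1.38e-11, estimated correlation p = 0.179), with the NK cell receptor gene Ncr1 at -2.82 ± 0.29. Of the B and plasma cell genes, 0 of 23 members rose and 7 fell, 0 and 7 adjusted over the list alone (median -0.52, adjusted p = 1.90e-04, estimated correlation p = 0.339), with the B cell identity factor gene Pax5 at -1.35 ± 0.25. Some interferon response genes fell in blood, and 1 of 34 members rose and 13 fell, 2 and 16 adjusted over the list alone (median -0.46, adjusted p = 1.16e-05, estimated correlation p = 0.443), with Oasl1 at -1.16 ± 0.21. For ribosomal proteins, 0 of 35 members rose and 2 fell, 0 and 2 adjusted over the list alone (median -0.32, adjusted p = 3.98e-05, estimated correlation p = 0.49301). For erythroid genes, 0 of 22 members rose and 0 fell, 0 and 0 adjusted over the list alone (median -0.47, adjusted p = 0.00238, estimated correlation p = 0.579). Blood was depleted of globin transcripts during preparation, so globin levels depend on that step.

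Of the monocyte genes, 11 of 15 members rose and 0 fell, 14 and 0 adjusted over the list alone (median 1.10, adjusted p = 4.74e-08, estimated correlation p = 0.182), with the coagulation factor gene F13a1 at 1.36 ± 0.24. Of the macrophage genes, 15 of 19 members rose and 0 fell, 17 and 0 adjusted over the list alone (median 1.18, adjusted p = 1.57e-10, estimated correlation p = 0.188), with Emr1, which encodes the antigen of mature macrophages, at 1.21 ± 0.22. Of the neutrophil genes, 9 of 18 members rose and 0 fell, 12 and 3 adjusted over the list alone (median 1.18, adjusted p = 0.00212, estimated correlation p = 0.464). Fpr1, a receptor for formyl peptides of bacteria, rose by 1.99 ± 0.34, adjusted p = 3.41e-04. For platelet genes, 2 of 16 members rose and 0 fell, 1 and 0 adjusted over the list alone (median 0.66, adjusted p = 0.00237, estimated correlation p = 0.5262), and for eosinophils and basophils, 4 of 14 members rose and 0 fell, 4 and 0 adjusted over the list alone (median 0.79, adjusted p = 0.0179, estimated correlation p = 0.449), with the IgE receptor gene Fcer1a at 1.99 ± 0.44. For complement, 8 of 14 members rose and 0 fell, 9 and 0 adjusted over the list alone (median 1.25, adjusted p = 1.90e-04, estimated correlation p = 0.261). For lysosome and glycan degradation, 14 of 29 members rose and 1 fell, 17 and 1 adjusted over the list alone (median 0.43, adjusted p = 2.94e-05, estimated correlation p = 0.324).

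For senescence and p53 targets in blood, 9 of 17 members rose and 0 fell, 10 and 0 adjusted over the list alone (median 0.83, adjusted p = 0.00133, estimated correlation p = 0.179). Cdkn2a rose by 3.76 ± 0.98, adjusted p = 0.00825 from a low level, 0.0305 ± 0.0496 CPM (SD, n = 5) to 0.346 ± 0.329 CPM (SD, n = 5), and 7 of 9 old libraries lay above the highest young one. In immediate early genes, 9 of 16 members rose and 2 fell, 10 and 2 adjusted over the list alone (median 0.86, adjusted p = 0.00301, estimated correlation p = 0.376), with Klf4 at 1.18 ± 0.21. In the clock list, 5 of 17 members rose and 2 fell, 5 and 2 adjusted over the list alone (median 0.41, adjusted p = 0.0349, estimated correlation p = 0.324), with Bhlhe41 at 2.50 ± 0.50. Its call was lost without 2-month replicate 2 (adjusted p = 0.0538), 24-month replicate 1 (adjusted p = 0.0618) or 30-month replicate 1 (adjusted p = 0.0541). In cholesterol synthesis, 2 of 21 members rose and 0 fell, 2 and 0 adjusted over the list alone (median 0.22, adjusted p = 0.0311, estimated correlation p = 0.513). Its call was lost without 2-month replicate 4 (adjusted p = 0.0952), 30-month replicate 3 (adjusted p = 0.0793) or 30-month replicate 4 (adjusted p = 0.0624). With the blood library of the added table, the interferon, clock, cholesterol and erythroid lists lost their calls (adjusted p = 0.0709, 0.0847, 0.105 and 0.533). Not called were lists in which the members that rose and fell numbered 1 and 3 of 40 for cell division (adjusted p = 0.105), 1 and 0 of 18 for antigen presentation (adjusted p = 0.308), 1 and 1 of 13 for collagen and matrix (adjusted p = 0.433), 1 and 0 of 35 for oxidative phosphorylation (adjusted p = 0.914) and 3 and 2 of 21 for heat shock and chaperones (adjusted p = 0.356), and adjusted over the list alone 1 and 3, 0 and 0, 1 and 1, 0 and 0, 3 and 2 in this order.

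Between successive ages, blood had 14 called genes from 2 to 9 months (8 rose, 6 fell), 78 from 15 to 24 months (76 and 2) and 200 from 24 to 30 months (37 and 163). Wwtr1, a coactivator of the Hippo pathway, rose in the first interval (2.64, adjusted p = 0.00403), while Klrb1c fell (-1.49, adjusted p = 0.0120). From 24 to 30 months Id3, an inhibitor of lymphocyte transcription factors, fell (-1.51, adjusted p = 5.73e-05). From 9 to 15 months edgeR called 0 genes, with 307 at an unadjusted p under 0.05, DESeq2 called 7 and limma voom 0. The other counts ranged over 1 (without 2-month replicate 5) to 704 (without 9-month replicate 2), 38 (without 15-month replicate 4) to 114 (without 30-month replicate 2) and 35 (without 24-month replicate 1) to 509 (without 30-month replicate 5) when single libraries were left out. With the added 24-month library the last count was 1, limma voom called 36 (5 up, 31 down) in the first interval, and with DESeq2 the 3 counts were 493 (326 up, 167 down), 179 and 616.

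**Figure D5:**
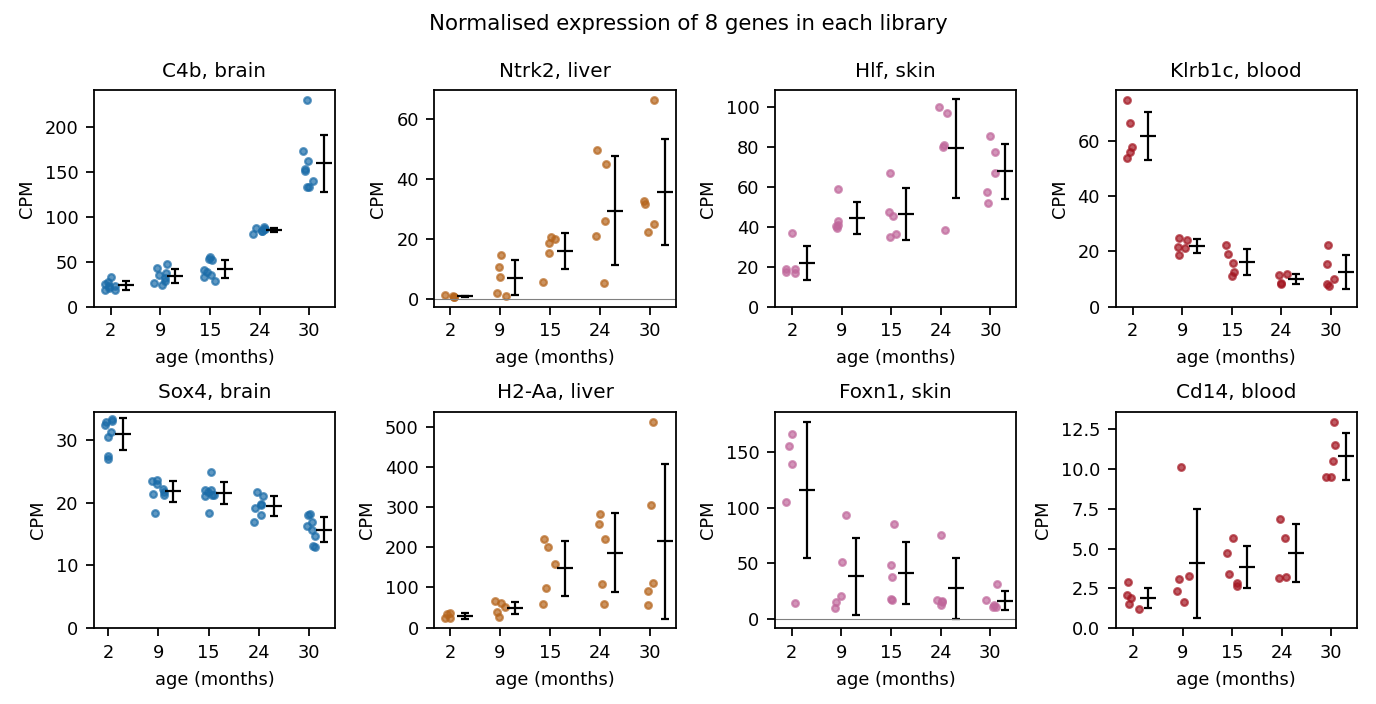
Points are single libraries and black marks the mean ± SD of each age, in CPM against age in months, for C4b and Sox4 in brain, Ntrk2 and H2-Aa in liver, Hlf and Foxn1 in skin and Klrb1c and Cd14 in blood. In 15 of 15 old brain libraries C4b lay above the highest young one.

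Of 13012 genes tested in all 4 tissues, 33 were called with the same direction in each, 31 that rose and 2 that fell. The genes that rose included the scavenger receptor and chemokine gene Cxcl16 (log2 fold changes of 0.68, 1.26, 0.80 and 1.72 in brain, liver, skin and blood), the immune receptor gene Cd300lf (1.18, 1.47, 2.44 and 1.66) and the inflammatory caspase gene Casp12 (0.74, 2.20, 0.90 and 3.73). The others with the smallest p-values were the lysosomal membrane protein gene Gpr137b (0.17, 1.17, 0.54 and 1.27), the myelin protein gene Pmp22 (0.36, 0.60, 0.56 and 2.42), the intermediate filament gene Vim (0.51, 1.40, 0.66 and 1.35) and the less well described Gm7592 (1.55, 2.39, 2.35 and 1.62) and C130026I21Rik (1.19, 2.65, 3.43 and 3.03). Those that fell were Spc25 of the kinetochore (-0.83, -1.49, -1.79 and -1.05) and the histone chaperone gene Nasp (-0.27, -0.43, -0.69 and -0.37), named after their values were seen. Independent lists of the same lengths would share 1.49 genes. Permuting the calls across genes gave at most 9 (permutation p = 1.00e-04, the smallest possible, and p = 0.05 for the 2 that fell). This p takes genes as independent and does not measure spread between mice. In liver, 5 of the 8 named genes lost their call without 2-month replicate 4. In skin, Pmp22 and Vim lost theirs without 2-month replicate 3 (adjusted p = 0.0593 and 0.0565) or 4 (0.0529 and 0.0545). The count was 14 with limma voom and 60 with DESeq2, and 3 genes were shared at an adjusted p under 0.01.

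Tested with limma voom, the difference between old and young was unequal between tissues for 9665 of 21764 genes. Random splits of the same libraries called a median of 42 and at most 5946. Strong differences were of the guanine nucleotide exchange factor gene Als2cl (log2 fold changes of -0.16, 0.27, 1.37 and -2.60 in brain, liver, skin and blood), the BMP receptor gene Bmpr1a (0.00, 0.01, -0.51 and 3.32), Wwtr1 (-0.17, 0.16, -0.02 and 3.39) and Chst10 (-0.01, 2.95, 0.93 and -1.04), each with an adjusted p at or below 3.67e-17. The number fell to 5502 without brain and to 5098 without skin. Only 13012 genes were tested in every tissue, so a difference can also mean low expression in some.

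The activity of the 18 lists for all tissues (summed RPKM, ranked within the tissue) was compared between old and young over the tissues together. Of these, 11 differed at an adjusted p under 0.05 in a permutation test. Macrophage genes had the largest mean difference in scaled rank (0.47, adjusted p = 6.00e-05), followed by antigen presentation (0.44, adjusted p = 6.00e-05) and complement (0.40, adjusted p = 6.00e-05). The unadjusted p of these 3 lists was the smallest that the permutations can give. Senescence and p53 (0.36, adjusted p = 9.00e-05), the clock (0.35, adjusted p = 3.30e-04), B and plasma cells (0.31, adjusted p = 1.08e-04), neutrophils (0.30, adjusted p = 0.00184) and T and NK cells (0.26, adjusted p = 0.00108) were higher in old mice. So were immediate early genes (0.22, adjusted p = 0.00992) and the lysosome list (0.20, adjusted p = 0.0130), while cell division was lower (-0.26, adjusted p = 0.00710). Single tissues went the other way for cell division in liver (0.0808), B cell and plasma cell in blood (-0.0838), T cell and NK cell in blood (-0.251), lysosome and glycan degradation in skin (-0.386), circadian clock in liver (-0.135) and immediate early genes in skin (-0.107). The other 7 lists did not pass, with differences from -0.09 to 0.14 and adjusted p from 0.0592 (collagen and matrix) to 0.778 (heat shock and chaperones).

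The tissues did not move alike in 10 of these lists (permutation test of the mean log2 CPM). B and plasma cell genes differed by 0.37, 2.08, 2.56 and -0.74 between old and young in brain, liver, skin and blood (adjusted p = 1.80e-04). The differences were 0.41, 2.02, 0.93 and -0.87 for T and NK cells (adjusted p = 4.80e-04), 0.61, 0.23, 0.14 and -0.52 for the interferon response (adjusted p = 0.00223) and 0.25, -0.30, 0.97 and 0.46 for the clock (adjusted p = 1.80e-04). Collagen and matrix differed by -0.18, 0.68, -0.42 and -0.42 (adjusted p = 0.0191) and senescence and p53 by 0.29, 1.06, 0.31 and 0.71 (adjusted p = 0.00223). The others were antigen presentation (adjusted p = 0.0495), the lysosome list (adjusted p = 0.0247), heat shock and chaperones (adjusted p = 0.0338) and the erythroid list (adjusted p = 0.0212). The 2 measures, summed RPKM and mean log2 CPM, differed in sign for cell division in liver (0.0808), collagen and matrix in brain (0.0697) and blood (0.538), oxidative phosphorylation in blood (0.156), lysosome and glycan degradation in skin (-0.386), immediate early genes in skin (-0.107) and cholesterol synthesis in liver (0.0269), with the rank difference in brackets.

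List scores of blood and skin of the same 24 animals were correlated within ages. None of the 18 lists passed after adjustment. The ribosomal protein list came closest, with Pearson r = 0.451 (permutation p = 0.0504, adjusted p = 0.791) and Spearman rho = 0.522 (permutation p = 0.0210, adjusted p = 0.378). Without the 2 animals farthest from the median its r was 0.487.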

Values the study reported

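The study drew on 531 samples over its species and tissues, of which 297 were presented for the first time. Of 900 processes of the Gene Ontology, 171 changed with age over species and tissues.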

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

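The tests of the brain pairs and the fits with a score as covariate were chosen after the result was seen. Among the brain libraries, 5 pairs of a 9-month and a 15-month library with the same title code and number had a mean chi-square per gene of 1.23 to 2.96, below every pair of one age (lowest 4.71). Different mice that shared a number did not come as close at other ages. There the 64 pairs with one code and number had a median of 29.0 and a lowest value of 5.73. That median was below the median of 46.4 over pairs of one age, so shared handling under one number stays open. Whether handling was closer for 9 and 15 months was not tested. The same RNA in libraries of both ages remains a candidate explanation for the 5 pairs, while the other pairs of 9 and 15 months with one number lay at 16.7 or above. Mice that are alike at these ages are argued against, since the 56 pairs of 9 and 15 months with other numbers lay at 5.03 or above. To which age such RNA would belong was not tested.

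In skin, 8251 genes differed between old and young mice, 559 with the hair follicle score as a covariate and 3717 with the skeletal muscle score. The calls ended because fold changes shrank, from a median size of 0.688 to 0.278 and 0.444, while the median standard error went from 0.189 to 0.174 and 0.185. Across 18774 genes, which are not independent replicates, the slope on the hair follicle score within ages went against the difference between old and young (Spearman rho = -0.825), as the score fell by 4.90. The hair growth phase of the sampled skin, and muscle taken with it, are candidate explanations for much of this count. Both scores differ with age, so an effect of age on hair growth itself stays open and untested.

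Male-biased genes of liver had a median log2 fold change of -1.30 in old mice. Reads shared between near-identical genes of major urinary proteins (Mup) are argued against as the whole cause, since the 18 other members had a median of -1.23, with 9 of them called. A few genes taking most of the counts are argued against in the same way. Without the 20 genes of most counts, which held 21.4% to 27.9% of a library, the median was -1.29. A biological difference with age stays open and was not tested further.

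Libraries far from the others of their group were sought by the gap between the extreme library and its neighbour divided by the range of the group. Chance marks about 1 in 20 groups. Total counts gave 0 of 20 groups, list scores 25 (7.69%) and CPM of named genes 20 of 135 (14.8%). The replicate number and the ratio are given in brackets. Among list scores of brain they were new neurons at 2 months (4 highest, 0.5681), neutrophil at 9 months (3 highest, 0.632), astrocyte at 15 months (6 lowest, 0.540), interferon response at 24 months (4 highest, 0.684), lysosome and glycan degradation at 24 months (4 lowest, 0.589), antigen presentation at 30 months (7 highest, 0.742), T cell and NK cell at 30 months (7 highest, 0.736) and macrophage at 30 months (7 highest, 0.552). For genes of brain they were C4b at 30 months (7 highest, 0.586), Top2a at 15 months (7 highest, 0.585) and Sox4 at 9 months (1 lowest, 0.538). Scores of liver gave oxidative phosphorylation at 2 months (2 lowest, 0.833), fatty acid oxidation at 2 months (1 lowest, 0.843), hepatocyte secreted and urea cycle at 2 months (3 lowest, 0.846), B cell and plasma cell at 24 months (3 highest, 0.714), heat shock and chaperones at 30 months (1 highest, 0.783), erythroid at 30 months (3 highest, 0.800) and fatty acid oxidation at 30 months (1 lowest, 0.787), and genes of liver gave Ntrk2 at 30 months (4 highest, 0.766), Igkc at 30 months (2 highest, 0.780), Saa2 at 2 months (1 highest, 0.941), Saa2 at 9 months (4 highest, 0.716) and Cdkn2a at 15 months (4 highest, 0.889). In skin the scores were hair follicle at 2 months (1 lowest, 0.868), skeletal muscle at 2 months (1 highest, 0.749), collagen and matrix at 9 months (5 highest, 0.731), cell division at 24 months (2 highest, 0.760), hair follicle at 24 months (2 highest, 0.801), melanocyte at 24 months (2 highest, 0.833) and melanocyte at 30 months (3 highest, 0.812), and the genes were Igkc at 24 months (4 highest, 0.725), Hlf at 2 months (1 highest, 0.886), Hlf at 9 months (3 highest, 0.823), Foxn1 at 24 months (2 highest, 0.932), Aurka at 24 months (2 highest, 0.874), Pparg at 15 months (1 highest, 0.870), Myh1 at 2 months (1 highest, 0.952) and Cdkn2a at 15 months (1 highest, 0.956). In blood the scores were ribosomal proteins at 2 months (4 lowest, 0.865), interferon response at 15 months (2 highest, 0.727) and circadian clock at 24 months (1 highest, 0.836), and the genes were Wwtr1 at 9 months (3 highest, 0.799), Cd14 at 9 months (3 highest, 0.811), Fpr1 at 2 months (5 highest, 0.938) and Fpr1 at 9 months (3 highest, 0.725).

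The difference between old and young was unequal between tissues for 9665 genes and for 10 lists. The F-like statistics of the lists were 17.9 for circadian clock, 17.5 for B cell and plasma cell, 12.5 for T cell and NK cell, 11.03 for senescence and p53, 6.54 for interferon response, 5.43 for collagen and matrix, 4.68 for lysosome and glycan degradation, 4.29 for heat shock and chaperones, 4.26 for erythroid and 3.34 for antigen presentation. In the 3 libraries of the added table, list scores outside the range of the kept libraries of their group numbered 18 of 22 in blood of 24 months, 18 of 27 in brain of 24 months and 15 of 26 in liver of 2 months.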

How the results depend on the processing

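The fits without near-identical brain libraries, with a score as covariate, with title code and number as a block and with deposited RPKM were chosen after the data were seen. Counts are numbers of called genes, and each count not mentioned for a setting stayed within 1.5 times its reported value there. RLE scaling moved no count by that much and ended no call of a named gene or list. Counts without a filter were, in liver 1451 for old against young, 119 for 2 to 9 months, 34 for 9 to 15, 122 for 15 to 24 and 28 for 24 to 30, in skin 25 for 2 to 9 months and in blood 4 for 2 to 9 months. With the filter of the study they were, in brain 39 for 2 to 9 months, in liver 1445 for old against young, 156 for 15 to 24 and 34 for 24 to 30, in skin 1 for 2 to 9 months and in blood 2 for 2 to 9 months, 32 for 15 to 24 and 128 for 24 to 30. Both change the genes tested. limma voom gave, in brain 26 for 24 to 30, in liver 1075 for old against young and 33 for 24 to 30 and in blood 36 for 2 to 9 months. DESeq2 gave, in brain 105 for 2 to 9 months, 16 for 15 to 24 and 193 for 24 to 30, in liver 548 for 2 to 9 months, 610 for 9 to 15, 868 for 15 to 24 and 139 up with 117 down (2.6e2 together) for 24 to 30, in skin 1450 for 2 to 9 months, 1 for 9 to 15, 20 for 15 to 24 and 21 for 24 to 30 and in blood 493 for 2 to 9 months, 7 for 9 to 15, 179 for 15 to 24 and 616 for 24 to 30. With the added library the counts were, in liver 3626 for old against young, 437 for 2 to 9 months, 44 for 9 to 15, 185 for 15 to 24 and 26 for 24 to 30 and in blood 2 for 2 to 9 months, 41 for 15 to 24 and 1 for 24 to 30. With 24 months alone as old they were 484 in brain, 1344 in liver, 4679 in skin and 969 in blood. With only the 2-, 24- and 30-month libraries, which are fewer, liver had 1261 for old against young. Brain had 12 for 2 to 9 months, 0 for 15 to 24 and 17 for 24 to 30 without the 10 near-identical libraries. Without those of 9 months it had 28 for 2 to 9 and 31 for 24 to 30. Without those of 15 months it had 0 for 15 to 24 and 29 for 24 to 30. With a score as covariate, old against young had 4741 in brain (ribosomal proteins) and 559 and 3717 in skin (hair follicle, muscle). For other settings the cause was not tested.

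Genes called in all tissues numbered 3 and 76 at adjusted p under 0.01 and 0.1, 60 with DESeq2 and 14 with limma voom. The tissue test called 5502 genes without brain and 5098 without skin. It called 9702 with the animal as a random block, pairing its blood and skin libraries. Of the list calls 7 held with an estimated correlation. The direction turned for interferon response, oxidative phosphorylation and melanocyte in skin with the hair follicle score (adjusted p = 6.47e-04, 0.00263 and 0.365), and for the list acute phase in liver without 2-month replicate 1 (adjusted p = 0.333, and 3.60e-11 without replicate 4). The cause was not tested. With fry 2, 7, 3 and 3 list calls were lost. With the added library 0, 0 and 4 list calls were lost in brain, liver and blood, and 2, 2 and 0 were gained. Of the 11 lists of the activity test, calls lost numbered 2 without brain, 3 without liver, 1 without skin (2 gained), 2 without blood (1 gained), 3 and 1 with 30 or 24 months alone as old and 1 with deposited RPKM. The tissue difference with medians lost 2 and gained 3.

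With each library left out in turn, counts that left this range spanned, in brain, 5 to 16 for 15 to 24 and 12 to 169 up with 52 down (2.2e2 together) for 24 to 30, in liver 509 to 2755 for old against young, 37 to 310 for 2 to 9 months, 0 to 119 up with 136 down (2.6e2 together) for 9 to 15, 77 to 459 for 15 to 24 and 20 to 88 for 24 to 30, in skin 5424 to 11285 for old against young and 0 to 7425 for 2 to 9 months and in blood 1 to 704 for 2 to 9 months, 38 to 114 for 15 to 24 and 35 to 509 for 24 to 30. Called named genes kept throughout numbered 53 of 60 in brain, 35 of 62 in liver, 54 of 59 in skin and 54 of 60 in blood. In this order 5, 18, 1 and 4 lost their call with limma voom and 2, 0, 0 and 0 with DESeq2. In skin 40 and 19 did with the hair follicle and muscle scores. As a replicate block, the title code of brain libraries gave 1556 genes for old against young beside 1505, and code with number 1979, with 847 beside 47 for 24 to 30. Deviations from age means correlated at a mean of 0.0594 over 152 pairs of one code and -0.00612 over 456 of other codes. Over the 64 of one code and number, 9 with 15 months left out, the mean was 0.370 (48 over 0.1, lowest -0.890). Of 39 libraries, 13 correlated best with their own code and number. Main fits were unpaired, and shared handling under one number stays open.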

Other observations

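The 3 libraries of the added table differed from their groups. The blood library of 24 months had a mean Spearman correlation with its group of 0.903 (lowest of the kept libraries 0.971). Its scores (mean log2 CPM, range of the kept libraries in brackets) were 11.40 for erythroid (7.13 to 8.99), 3.36 for cell division (1.28 to 1.65) and 2.90 for B cell and plasma cell (5.80 to 6.26). The brain library of 24 months had a correlation of 0.943 (lowest 0.994), with 8.59 for ribosomal proteins (6.04 to 6.56) and 7.26 for synapse (8.29 to 8.66). The liver library of 2 months had a correlation of 0.937 (lowest 0.972), with 6.83 for antigen presentation (5.01 to 5.72).

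Each count was set against random splits of the same libraries into groups of the same sizes, 60 with the real one, and a value of 1 means that only the real split gave as large a count. For old against young it was 1 in liver (2327 and 476), skin (8251 and 3834) and blood (3176 and 719), with the real count and the highest of the other splits in brackets, and 2 in brain (1505 and 1793). From 2 to 9 months it was 1 in liver (270 and 20) and blood (14 and 0), and 2 in brain (64 and 9538) and skin (38 and 6118). It was 1 from 9 to 15 months in liver (108 and 0), from 15 to 24 months in brain (8 and 0) and blood (78 and 40) and from 24 to 30 months in blood (200 and 136), and 2 from 24 to 30 months in brain (47 and 257). It was also 1 for genes called in all tissues (33 and 0) and for the tissue test (9665 and 5946). Other old-against-young splits called a median of 0 or 1 genes per tissue, so that overlap of 0 decides little. Taken singly, 1 or 2 of 60 is a share under 0.05. No adjustment over the counts was made, and 1 of 60 is the lowest these splits can give, so chance is not excluded over the counts. Where another split called more genes, the count alone does not show age as the source. Brain from 15 to 24 months fell to 0 without the near-identical libraries. Liver from 9 to 15 months and skin from 2 to 9 months did so without one library. Blood fell to 1 from 2 to 9 months without one library and to 1 from 24 to 30 months with the added one. Even taken singly, the share was not under 0.05 at 3 of 60, which was reached by liver from 15 to 24 months (134 up with 202 down, and 755) and from 24 to 30 months (53 and 526) and by the list calls (65 and 66). Real counts of 0, in brain, skin and blood from 9 to 15 months and in skin in the later intervals, are reached by all 60 splits and decide nothing. Other splits called several times the real count in brain from 2 to 9 and 24 to 30 months, in skin from 2 to 9 months and in liver from 24 to 30 months, and in brain from 9 to 15 months another split called 4194 where the real one called 0. This points to a structure of the samples other than age.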
